# Exploring the changing landscape of cell-to-cell variation after CTCF knockdown via single cell RNA-seq

**DOI:** 10.1186/s12864-019-6379-5

**Published:** 2019-12-26

**Authors:** Wei Wang, Gang Ren, Ni Hong, Wenfei Jin

**Keywords:** Single cell RNA-seq, Cell-to-cell variation, CTCF, Change of cellular variation, CTCF knockdown

## Abstract

**Background:**

CCCTC-Binding Factor (CTCF), also known as 11-zinc finger protein, participates in many cellular processes, including insulator activity, transcriptional regulation and organization of chromatin architecture. Based on single cell flow cytometry and single cell RNA-FISH analyses, our previous study showed that deletion of CTCF binding site led to a significantly increase of cellular variation of its target gene. However, the effect of CTCF on genome-wide landscape of cell-to-cell variation remains unclear.

**Results:**

We knocked down CTCF in EL4 cells using shRNA, and conducted single cell RNA-seq on both wild type (WT) cells and CTCF-Knockdown (CTCF-KD) cells using Fluidigm C1 system. Principal component analysis of single cell RNA-seq data showed that WT and CTCF-KD cells concentrated in two different clusters on PC1, indicating that gene expression profiles of WT and CTCF-KD cells were systematically different. Interestingly, GO terms including regulation of transcription, DNA binding, zinc finger and transcription factor binding were significantly enriched in CTCF-KD-specific highly variable genes, implying tissue-specific genes such as transcription factors were highly sensitive to CTCF level. The dysregulation of transcription factors potentially explains why knockdown of CTCF leads to systematic change of gene expression. In contrast, housekeeping genes such as rRNA processing, DNA repair and tRNA processing were significantly enriched in WT-specific highly variable genes, potentially due to a higher cellular variation of cell activity in WT cells compared to CTCF-KD cells. We further found that cellular variation-increased genes were significantly enriched in down-regulated genes, indicating CTCF knockdown simultaneously reduced the expression levels and increased the expression noise of its regulated genes.

**Conclusions:**

To our knowledge, this is the first attempt to explore genome-wide landscape of cellular variation after CTCF knockdown. Our study not only advances our understanding of CTCF function in maintaining gene expression and reducing expression noise, but also provides a framework for examining gene function.

## Background

CCCTC-binding factor (CTCF) is an 11-zinc finger protein that directionally binds to a well-defined DNA motif [1–3]. Although CTCF was initially reported as a transcription factor [4, 5], subsequent studies found it served as an insulator [6–8]. Nowadays, CTCF has been reported being involved in multiple cellular processes, such as transcriptional regulation, insulator activity, epigenetic regulation, organization of chromatin architecture and X chromosome inactivation [1, 2, 9–15]. CTCF activates and silences gene expression by preventing the spread of heterochromatin and blocking of unrelated enhancer-promoter interactions [1, 16]. Interestingly, mammalian genome is organized into thousands of highly self-interacting topologically associated domains (TADs) with CTCF demarcating individual TAD boundary [17]. Analyses based on high-resolution interaction matrix further identified ~ 10,000 chromatin loops ranging ~185Kb in human genome, anchoring by convergent CTCF-binding motif-pair at TAD boundaries [14]. In addition, chromatin loops mediated by CTCF and cohesin can tether distal enhancers to gene promoters and regulate its target gene expression [14, 15, 18, 19]. Further studies showed CTCF-mediated DNA loop could determine the chromatin architecture, with anchor-genes almost exclusively being housekeeping genes, while loop-genes being tissue-specific genes [15, 20]. For instance, inversion of a CTCF-binding site reconfigured the topology of chromatin loops and activated gene expression by creating a new chromatin loop [21, 22].

Recent studies showed that disruption of CTCF binding in mammalian cells resulted in loss of TADs [19], genomic instability [23], developmental failure [24, 25] and other malfunctions. Our recent study demonstrated that CTCF played an important role in stabilizing enhancer-promoter interaction and reducing the gene expression noises in mammalian cells [18]. In particular, we found that CTCF-KD or deletion of CTCF binding sites led to increased variation of cellular expression of GATA3, CD28, CD90 and CD5 [18]. However, the genome-wide change of cell-to-cell variation after CTCF-KD remains unknown. In this study, we conducted single cell RNA-seq on both WT and CTCF-KD cells to investigate the changing landscape of cell-to-cell variation at a genome-wide scale. Interestingly, GO terms including regulation of transcription, DNA binding and Zinc finger were significantly enriched in CTCF-KD specific highly variable genes. We also found that cellular variation-increased genes were significantly enriched in down-regulated genes, indicating knockdown of CTCF simultaneously reduced the expression level and increased the expression noises of its regulated genes.

## Results

### Efficient CTCF knockdown and single cell RNA-seq

We knocked down CTCF in EL4 cells by short hairpin RNA (shRNA). Western blotting showed a dramatic decrease of the CTCF protein level in shCTCF #1 and shCTCF #2 compared to shRNA luciferase controls (shLuc) (Fig. 1a). Quantitative polymerase chain reaction (qPCR) revealed the mRNA levels in shCTCF #1 and shCTCF #2 had been reduced to 38 and 40% of that in shLuc, respectively (Fig. 1b). These results confirmed the efficient knockdown of CTCF expression in shCTCF#1 and shCTCF#2, with a significant reduction consistently at both RNA and protein level.

**Fig. 1:**
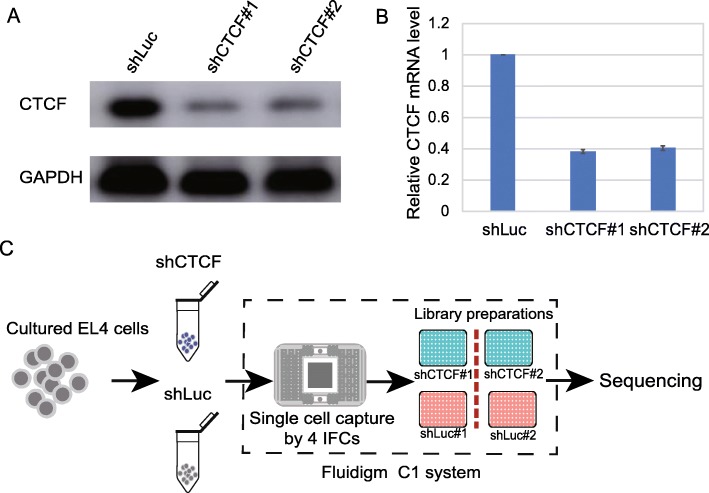
Knockdown of CTCF and schema of single cell sequencing. **a**. Western blot analysis of CTCF in luciferase control (shLuc) and CTCF-KD cells (shCTCF#1 and shCTCF#2). EL4 cells were infected with retroviral particles encoding GFP and an shRNA targeting CTCF or a control sequence for 5 days. **b**. Real-time quantitative PCR (RT-qPCR) analysis of CTCF expression in luciferase control (shLuc) and knockdown (shCTCF#1 and shCTCF#2) cells. The expression level of CTCF was normalized to GAPDH. **c**. Schema of single cell RNA sequencing using Fluidigm C1 system

In order to investigate the changing landscape of cell-to-cell variation after CTCF knockdown, we successfully conducted single cell RNA-seq for shLuc#1, shLuc #2, shCTCF #1 and shCTCF#2 using 4 integrated fluidics circuits (IFCs) (Fig. 1c). 

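Single-cell RNA-seq was performed on 4 cultures of EL4 cells, a mouse T-lymphoma line, and 24 cells per culture were sequenced. The cultures shLuc #1 and shCTCF #1 formed experiment 1, and shLuc #2 and shCTCF #2 formed experiment 2. Each culture was captured on its own IFC, so effects of the culture and of the circuit cannot be told apart. Since cells of one culture are not independent replicates, the culture was taken as the replicate, with 2 cultures per condition. An exact two-sided permutation test of 2 cultures against 2 cannot give a p below 0.333. The authors counted uniquely mapped reads on 24057 genes in each cell and deposited the values as TPM, which adjusts for gene length and for the total of each cell. Within a cell, the TPM of a gene is its read count divided by its length and multiplied by one factor, so the values of a gene over cells are multiples of 1 read after division by the factors of the cells. On this basis whole reads were recovered from the TPM values, with the smallest common step taken as 1 read. All 504605 values above 0 came out within 0.001 of a whole number. Among 9602 genes with a value in at least 10 cells, 100% had whole reads, and 0% did when the factors of the cells were replaced by random ones. In the cells kept, recovered reads per cell ranged from 177580 to 379314 in shLuc #1 (median 247586), from 143112 to 405404 in shLuc #2 (median 230477), from 104502 to 310865 in shCTCF #1 (median 234260) and from 41591 to 271300 in shCTCF #2 (median 131098). Over the 95 cells kept, the mean was 216043 recovered reads per cell, and the paper's reported mean is 216157 reads. Expression of a culture was taken as log2(mean TPM + 1), which understates the change of genes with low values.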

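The targeted gene, Ctcf, lies on chromosome 8 of GRCm38 from 105636568 to 105682922 on the plus strand. Its mean was 60.3 TPM in shLuc #1 (SD 76.8 over 24 cells), 37.1 TPM in shLuc #2 (SD 45.5 over 23 cells), 16.0 TPM in shCTCF #1 (SD 27.4 over 24 cells) and 44.9 TPM in the culture labelled shCTCF #2 (SD 50.0 over 24 cells). Ctcf reads were detected in 19 of 24 shLuc #1 cells, 17 of 23 shLuc #2 cells, 16 of 24 shCTCF #1 cells and 20 of 24 shCTCF #2 cells. In RPM of the recovered reads, with an exact 95% Poisson interval for counting error only, Ctcf was at 114 (106 to 123) in shLuc #1, 71.7 (64.8 to 79.2) in shLuc #2, 31.6 (27.1 to 36.6) in shCTCF #1 and 81.98 (72.4 to 92.5) in shCTCF #2. The mean of shCTCF #1 was 26.5% of that of shLuc #1, with a 95% interval from 10.5% to 59.01% when cells were resampled. The mean of the culture labelled shCTCF #2 was 121% of that of shLuc #2, with an interval from 62.9% to 240%. Over the 4 cultures, log2(mean TPM + 1) of Ctcf fell by 0.79 (exact permutation test, p = 0.667, 2 cultures per condition). It fell by 1.85 in experiment 1 and rose by 0.27 in experiment 2. With shCTCF #1 left out, the difference over the remaining cultures was -0.07. With shCTCF #2 left out, it was -1.51. The directions given for shCTCF #2 at the results that follow rest on its label. Gapdh, the reference gene of the paper's qPCR, lies on chromosome 6 from 125161715 to 125166467 on the minus strand. Its log2(mean TPM + 1) was 9.97 in shLuc #1, 10.13 in shLuc #2, 9.80 in shCTCF #1 and 10.01 in shCTCF #2, a log2 change of -0.14 (standard error 0.28, adjusted p = 0.939 from limma with Benjamini-Hochberg adjustment), and between -0.24 and -0.03 in the alternatives.

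**Figure D1:**
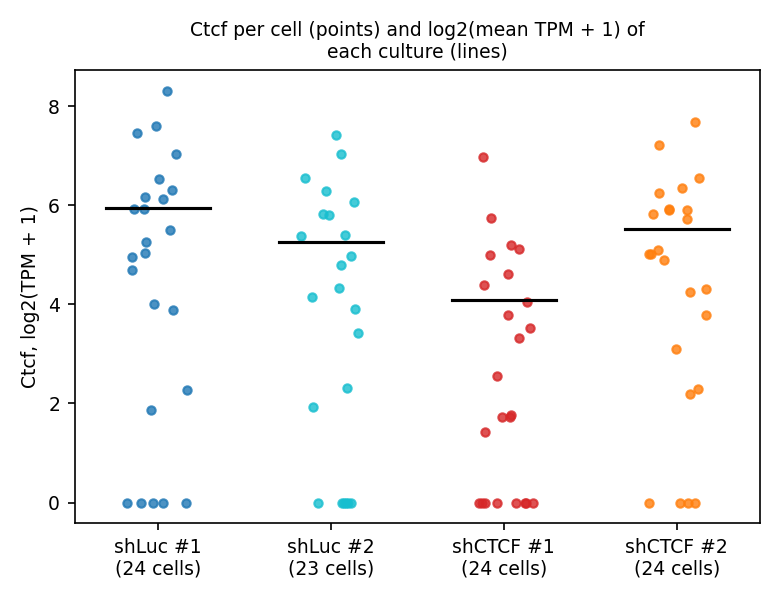
Ctcf in single cells of the 4 cultures as log2(TPM + 1), one point per cell, with a line at log2(mean TPM + 1) of each culture. The line lies at 5.94 for shLuc #1, 5.25 for shLuc #2, 4.08 for shCTCF #1 and 5.52 for the culture labelled shCTCF #2.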

We noticed the gene expression levels of pooled shLuc single cells were highly correlated with that of bulk data from our previous study [18] (r^2^ = 0.86; Additional file 1: Figure S1A). The gene expression of pooled single cells from shLuc #1 was also highly correlated with that of shLuc #2 (r^2^ = 0.87; Additional file 1: Figure S1B). In addition, the gene expression of pooled single cell repeats and bulk cell repeats in CTCF-KD cells were highly correlated (Additional file 1: Figure S1C-S1D).

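Across 11980 genes with log2(TPM + 1) above 1 in at least 2 cells, r2 of log2(mean TPM + 1) between shLuc #1 and shLuc #2 was 0.741. This is a correlation across genes, which are not independent replicates, and no p-value was computed. The mean over cells of log2(TPM + 1) moved this value most, to 0.900. Without the filter on low values it was 0.771.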

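Between shCTCF #1 and shCTCF #2, r2 across the same genes was 0.799. Pairs of cultures across conditions had an r2 from 0.729 to 0.785. It was 0.785 for shLuc #1 and shCTCF #1, 0.750 for shLuc #2 and shCTCF #2, 0.731 for shLuc #1 and shCTCF #2, and 0.729 for shLuc #2 and shCTCF #1. Bulk RNA-seq data were not used here.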

### Systematic differences between WT cells and CTCF-KD cells

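One cell of shLuc #2, with 81 genes and 90 recovered reads, fell below the minimum of 3000 genes and was left out. The cells kept, 47 WT and 48 CTCF-KD cells, had from 3150 to 6902 genes with TPM above 0. The median number of genes detected per cell was 4771 in shLuc #1, 4635 in shLuc #2, 6172.5 in shCTCF #1 and 5656 in shCTCF #2. The medians of the CTCF-KD cultures lay 1211 genes above those of the WT cultures on average, with both CTCF-KD cultures above both WT cultures (exact permutation test, p = 0.333, the smallest that 2 cultures against 2 allow). The culture with the fewest reads per cell, shCTCF #2, had more genes detected than either WT culture. After thinning to 80000 reads per cell, which left out 1 shCTCF #2 cell, the medians were 4170.5, 3934, 5221.5 and 5238 genes in shLuc #1, shLuc #2, shCTCF #1 and shCTCF #2. With detection set at TPM above 10, the difference was 935.5 genes, the alternative that moved it most among the detection thresholds.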

A total of 95 cells, including 24 cells from shLuc #1, 24 cells from shCTCF #1, 23 cells from shLuc #2 and 24 cells from shCTCF #2, were kept for further analyses after quality control. 

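PCA was computed on log2(TPM + 1) of the cells kept, with each gene centred and not scaled. The filter of log2(TPM + 1) above 1 in at least 2 cells left 11980 genes, and the same filter in at least 3 cells left 11361 genes. PC1 held 6.73% and PC2 2.82% of the variance with the first filter, and 6.76% and 2.83% with the second.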

We conducted principal component analysis (PCA) on 11,361 genes shared by those 95 cells (Fig. 2a). 

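The mean PC1 score was -47.0 in shLuc #1 (SD 40.4 over cells), -40.7 in shLuc #2 (SD 51.7), 43.8 in shCTCF #1 (SD 36.1) and 42.2 in shCTCF #2 (SD 49.4), with the sign set so that CTCF-KD cells are positive. Averaged over conditions, the cultures of experiment 2 lay 2.32 above those of experiment 1, or 0.037 SD of the scores of all cells (exact permutation test over cultures, p = 1, 2 cultures per experiment). With cells taken as replicates, the p for this difference was 0.803 on PC1 and 0.483 on PC2. When the number of genes detected was removed from each gene by linear regression over all cells before the PCA, the difference between experiments on PC1 was 0.539 SD (exact permutation test, p = 0.667, 2 cultures per experiment). With cells taken as replicates, its p was then 0.0070 on PC1 and 0.0027 on PC2.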

The coordination of cells from experiment1 and experiment2 on PCA projection is not significantly different (*P* = 0.8; student’s t-test), indicating no obvious batch effect between experiment1 and experiment2. 

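On PC1, 43 of 48 CTCF-KD cells and 10 of 47 WT cells had a score above 0, and in 91.3% of pairs of a CTCF-KD and a WT cell the CTCF-KD cell had the higher score. The mean of the CTCF-KD cultures lay 86.9 above that of the WT cultures, or 1.40 SD of the scores of all cells (exact permutation test over cultures, p = 0.333, 2 cultures per condition). PC1 also followed the number of genes detected per cell. Within cultures, Pearson's r between PC1 and genes detected was 0.937 in shLuc #1, 0.954 in shLuc #2, 0.897 in shCTCF #1 and 0.952 in shCTCF #2, and Spearman's rho was 0.937, 0.923, 0.760 and 0.924 in the same order. The correlation of PC1 with recovered reads was weaker, with r of -0.227, -0.318, 0.0195 and -0.0356 in the same order. After removal of the common slope of PC1 on genes detected within cultures, 34.1 of the 86.9 units, or 39.3%, remained between the conditions. When genes detected was regressed out of each gene before the PCA, the difference on PC1 was 0.703 SD (exact permutation test, p = 0.333, 2 cultures per condition). That regression used a slope over all cells and not within cultures. Since genes detected differed between conditions, it can also remove part of the condition difference. In that PCA, PC1 and PC2 held 3.06% and 2.96% of the variance, and the conditions lay 1.13 SD apart on PC2.

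**Figure D2:**
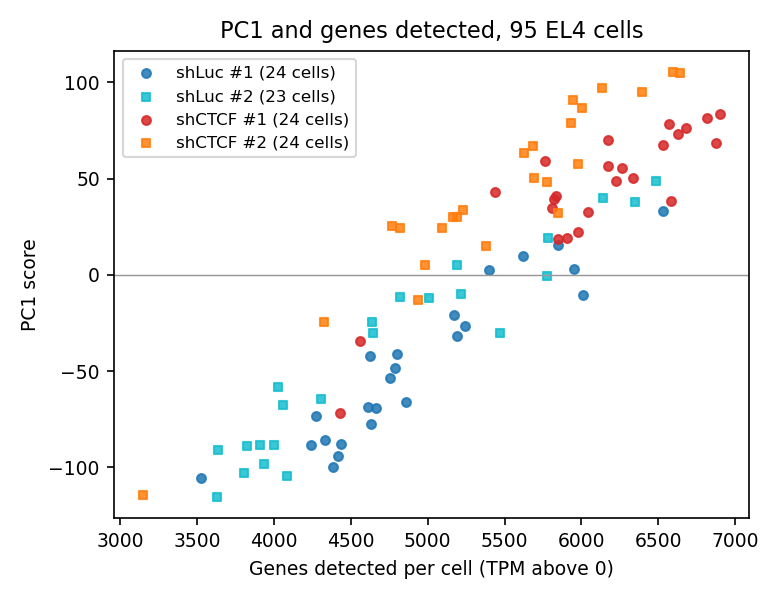
PC1 score of each cell against the number of genes detected in it, one point per cell and one colour per culture. Within every culture the score rises with the number of genes, and the medians of 6172.5 and 5656 genes in the CTCF-KD cultures lie to the right of those of the WT cultures, 4771 and 4635.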

Further analysis showed that WT cells and CTCF-KD cells were distinguishable on PCA projection and concentrated in two different clusters on PC1 (Fig. 2b,c), implying a systematic difference of gene expression profiles between CTCF-KD and WT cells. We also noticed a correlation between CTCF expression level and its coordination on the PCA projection (using the first 10 PCs), among which CTCF expression level and PC2 exhibited the highest correlation (Additional file 2: Figure S2A) (*r*^2^ = 0.18, *P* = 0.22 × 10^− 6^).

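Over the 95 cells, Pearson's r between log2(TPM + 1) of Ctcf and PC2 was 0.420 (r2 = 0.177) and Spearman's rho was 0.398. Permuting cells within cultures 100000 times gave p = 2.0e-05 for r and for rho, two-sided. The Benjamini-Hochberg adjusted p for r over the first 10 PCs was 2.0e-04. PC1 had r = 0.161 (permutation test within cultures, p = 2.2e-04, adjusted p = 0.0011), and the other PCs had adjusted p of 0.435 or more. These tests treat cells as units and describe these 4 cultures only. Without the 2 cells farthest from the median of Ctcf, r with PC2 was 0.423. Within cultures, r was 0.645 in shLuc #1, 0.583 in shLuc #2, -0.0276 in shCTCF #1 and 0.383 in shCTCF #2. Among the cells with Ctcf above 0 only, r was 0.179 (permutation test within cultures, p = 0.241). With each gene scaled to unit variance r was 0.286, and with genes detected regressed out of each gene 0.264 (p = 5.0e-04 for both from 10000 permutations within cultures).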

**Fig. 2:**
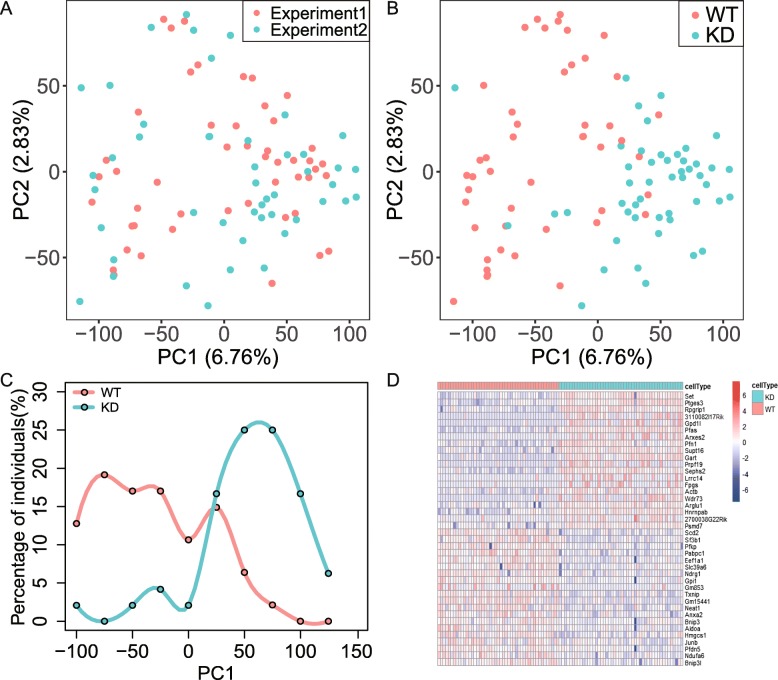
Systematic difference between CTCF-KD and WT cells. **a**. No significant batch effect among the experimental repeats based on PCA analysis. **b**. CTCF-KD cells were largely distinguishable from WT cells on PCA projection. **c**. Distribution of individual WT cells and individual CTCF-KD cells on PC1. **d**. Heatmap of differentially expressed genes (TOP 20) between WT cells and CTCF-KD cells

We further calculated the differential gene expression between WT and CTCF-KD cells using edgeR [26]. 

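Differential expression was tested with limma (eBayes with a trend) on log2(mean TPM + 1) of the 4 cultures, 2 per condition, with Benjamini-Hochberg adjustment. In simulated cultures with 200 genes changed 4-fold this test called 0 genes, so it cannot show that changes of that size are absent. Of 11980 genes in the data, 0 were higher and 0 lower in CTCF-KD cultures at an adjusted p under 0.05. The smallest adjusted p was 0.585. At an unadjusted p under 0.05 there were 574 higher and 338 lower genes. The alternative that moved these counts most was to take cells as replicates, with 1280 higher and 123 lower genes. On the mean over cells of log2(TPM + 1), limma called 44 higher and 2 lower genes, and the median change over all genes was 0.23 instead of 0.04. The highest statistics were those of AI450353, Nolc1 and Ntmt1, none of which passed the threshold. Nolc1, on chromosome 19 from 46075863 to 46085530, had a log2 change of 2.49 (standard error 0.42, adjusted p = 0.585 from limma), 2.09 in experiment 1 and 2.89 in experiment 2. Its mean was 34.9 and 28.4 TPM in the WT cultures and 152 and 217 TPM in the CTCF-KD cultures. Ntmt1, on chromosome 2 from 30807826 to 30823033, had a log2 change of 2.04 (standard error 0.34, adjusted p = 0.585 from limma). AI450353, a lncRNA on chromosome 11 from 83293430 to 83294929, had a log2 change of 2.27 (standard error 0.36) on only 17, 11, 88 and 36 reads in shLuc #1, shLuc #2, shCTCF #1 and shCTCF #2. The lowest statistics were those of Mir7049, Txnip and Fgf21. Txnip, on chromosome 3 from 96557957 to 96561883, had a log2 change of -2.33 (standard error 0.43, adjusted p = 0.585 from limma), -2.75 in experiment 1 and -1.90 in experiment 2. It was the only one of these 3 called on the mean over cells of log2(TPM + 1), with an adjusted p of 0.0468 from limma, and Nolc1 was called there with the same adjusted p. Txnip overlaps the antisense gene Gm15441, and the paper's text does not state whether the counting used the strand. Mir7049, a miRNA gene of 60 bp within Pak4 and Samd4b, and Fgf21 each had reads in 1 cell per WT culture and were listed at 0 in both CTCF-KD cultures.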

In total, we identified 195 up-regulated and 107 down-regulated genes in CTCF-KD cells compared to WT cells (Additional file 2: Figure S2B). 

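Of the genes whose names are printed in the heatmap, 20 are shown as higher and 20 as lower in CTCF-KD cells. In each of the 2 experiments, the first 20 were higher and the other 20 lower in the CTCF-KD culture than in the WT culture. Their log2 changes over the 4 cultures were from 0.57 to 5.10 in the first group and from -4.87 to -0.48 in the second. With cells taken as replicates, 20 of 20 genes passed an adjusted p of 0.05 from limma in each group. The paper shows these genes as the most differentially expressed ones in the same cells. Their directions and this count therefore follow largely from that selection and are no independent check. With cultures as replicates, 0 passed, while 18 of the higher and 14 of the lower genes had an unadjusted p under 0.05 from limma. On the mean over cells of log2(TPM + 1), 3 of the higher genes, 3110082I17Rik, Pfas and Sephs2, and 1 of the lower, Txnip, passed with cultures as replicates. Pfas and Sephs2 were chosen for naming after their values were seen.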

Heatmap of the most differentially expressed genes between WT cells and CTCF-KD cells exhibited a cellular heterogeneity within the same cell population (Fig. 2d). 

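Gene sets were fixed before the values were seen, since the GO annotation used by the paper was not used here. Several of the sets follow categories that the paper reports from these same cells. For those sets, passing a test is no independent check. The 107 genes with the lowest limma statistics, of 7843 genes with a mean log2(TPM + 1) above 1, were compared with each set by Fisher's exact test, two-sided, adjusted over 26 tests of 13 sets in the lowest and highest lists. Prolyl hydroxylase genes had 3 of 8 members among the 107 (odds ratio 44.6, adjusted p = 8.6e-04). Glycolysis genes had 2 of 17 members among them (odds ratio 9.80, adjusted p = 0.0815), and 5 of 17 with experiment as a block (odds ratio 31.6, adjusted p = 2.0e-05). Genes are not independent, so these p describe the lists and not the cultures. The median log2 change of the glycolysis genes was -0.38 in experiment 1 and -0.44 in experiment 2, at percentiles 0.33 and 0.43 among 10000 random lists of the same size matched on mean expression, and 13 of 17 were lower in both experiments. The median of the prolyl hydroxylase genes was -0.77 and -1.01, at percentiles 0.27 and 0.05, with 7 of 8 lower in both experiments.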

The most enriched gene categories in down-regulated genes include glycolytic processing, Prolyl 4-hydroxylase α subunit, iron-dependent dioxygenase and carbon metabolism (Additional file 2: Figure S2D). 

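Among the 195 genes with the highest limma statistics, 24 of 112 genes of rRNA processing and ribosome biogenesis were found (odds ratio 12.1, adjusted p = 5.0e-15 from Fisher's exact test over the same 26 tests). Their median log2 change was 0.95 in experiment 1 and 1.05 in experiment 2, both above all of 10000 matched random lists, and 11 and 14 of the 112 were lower in the CTCF-KD culture. Genes of tRNA processing and RNA modification had 5 of 81 members in the list (odds ratio 2.62, adjusted p = 0.132), with medians of 0.48 and 0.61. Genes with WD repeat symbols had 3 of 60 members in it (odds ratio 2.08, adjusted p = 0.442), with medians of 0.42 and 0.20, at percentiles 99.7 and 92.6.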

Compared to the most enriched gene categories in up-regulated genes include RNA binding, ribosome biogenesis, WD40 repeat domain and RNA processing (Additional file 2: Figure S2C), consistent to our recent study based on bulk data in some way [18].

### CTCF knockdown changed the landscape of cell-to-cell variation

In order to distinguish true signals of cellular variation from technical noise, we calculated the expression noise of each gene (σ^2^/μ^2^) [27, 28]. The expression noises exhibited two distinct scaling properties: negative association with expression at low expression levels and no association at high expression levels (log_2_TPM > 1) (Fig. 3a). 

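Noise was computed as the variance over the squared mean of log2(TPM + 1) over the 95 cells. Spearman's rho across genes between noise and mean was -0.943 for 4137 genes with a mean at or below 1, and -0.959 for 7843 genes above 1. Taken within experiments, rho above 1 was -0.946 in experiment 1 and -0.962 in experiment 2. The median noise was 13.3 at means from 0 to 1, 2.42 from 1 to 2, 0.926 from 2 to 4, 0.319 from 4 to 6, 0.0981 from 6 to 8 and 0.0172 above 8. With noise of linear TPM, rho was -0.439 at or below the minimum and -0.721 above it. These are correlations across genes, which are not independent replicates.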

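The number of genes left by a minimum depends on the scale of the mean. The mean over the 95 cells of log2(TPM + 1) was above 1 for 7843 genes. The log2 of the mean TPM was above 1 for 10239 genes. A mean of log2(TPM + 1) above 1 in WT cells and also in CTCF-KD cells was reached by 7126 genes.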

We filtered out low expressed genes (log_2_TPM ≤ 1) to reduce the impact of technological noise, resulting in 7843 genes for further analysis (Fig. 3a). Coefficient of variation (CV) was calculated to measure cell-to-cell variation of each gene across the cell populations. 

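CV was taken as the SD over the mean of log2(TPM + 1) over cells, computed for 47 WT and 48 CTCF-KD cells with cultures pooled. A CV of log values depends on the pseudocount, so the SD is given as well. The CV difference, CTCF-KD minus WT, had a mean of -0.279 and an SD of 0.406 over 7843 genes. The median CV over genes was 1.07 in WT and 0.801 in CTCF-KD cells, and 81.5% of genes had a lower CV in CTCF-KD cells. The distribution had a skewness of -1.91 and an excess kurtosis of 14.4. Within 1 SD of the mean lay 80.98% of genes, against 68.3% for a normal distribution, and beyond 3 SD lay 112 genes, against 21.2. By culture, the median CV was 1.04 in shLuc #1, 1.07 in shLuc #2, 0.746 in shCTCF #1 and 0.834 in shCTCF #2, and the median SD was 2.43, 2.61, 2.17 and 2.41 in the same order. When cells were regrouped at random within each experiment 100 times, without regard to condition, the mean CV difference lay between -0.147 and 0.133 and its SD between 0.222 and 0.264. These regroupings mix cells of both cultures of an experiment, so they hold the sampling of cells and leave out differences between cultures. Differences between cultures are kept when the 4 cultures are split in other ways, with about as many cells per group as here. For experiment 2 minus experiment 1 the mean CV difference was 0.0735 with an SD of 0.306, and for shLuc #2 and shCTCF #1 minus shLuc #1 and shCTCF #2, a split chosen after seeing the data, it was -0.0424 with an SD of 0.243. Comparisons of single cultures rest on fewer cells and are set only beside each other. CTCF-KD minus WT gave a mean of -0.329 and an SD of 0.502 in experiment 1 and -0.252 and 0.536 in experiment 2, shLuc #2 minus shLuc #1 gave 0.0383 and 0.511, and shCTCF #2 minus shCTCF #1 gave 0.114 and 0.382. In the 65 cells within the range of genes detected shared by all cultures, the mean CV difference was -0.133, and 65.4% of genes had a lower CV in CTCF-KD cells. In 42 cells paired on genes detected within experiments, chosen after seeing the data, it was -0.0275, with 53.1% of genes lower.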

The distribution of alterations of cell-to-cell variation pre-and post-CTCF knockdown followed a normal distribution (Additional file 3: Figure S3). We identified 602 cellular variation increased genes and 890 cellular variation decreased genes after CTCF knockdown by mean ± SD (Fig. 3b).

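With the thresholds of mean and 1 SD, at 0.127 and -0.685, 602 genes were called variation-increased and 890 variation-decreased. At 1.5 SD there were 212 and 476. The rule has no test, and its threshold is set by the spread of the differences, so it was also applied to comparisons without a condition difference. Between shLuc #2 and shLuc #1 it called 1370 genes, between shCTCF #2 and shCTCF #1 it called 1369, and between the experiments 1346. Of the 602 variation-increased genes, 598 had a lower mean log2(TPM + 1) in CTCF-KD cells, and all 890 variation-decreased genes had a higher one. Spearman's rho between the CV difference and the change in mean was -0.844 across the 7843 genes. After the CV expected from the mean of each gene, a running median over genes ordered by mean, was subtracted in each condition, the rule called 674 and 574 genes, of which 182 and 256 were among the 602 and 890. In a test over cultures, limma on log2 CV called 650 of 7823 genes at an adjusted p under 0.05, 7 with a higher and 643 with a lower CV in CTCF-KD cultures. With 1 culture left out it called 1 gene without shLuc #1, 0 without shLuc #2, 320 without shCTCF #1 and 886 without shCTCF #2. With the expected CV subtracted, limma called 0 genes, with 385 at an unadjusted p under 0.05. With experiment as a block it called 1675. Of the genes called in experiment 1 alone, 71.3% had a difference of the same sign in experiment 2, 50.8% of those increased and 84.9% of those decreased. In the reverse direction it was 65.7%, 34.9% of those increased and 88.98% of those decreased. Of all genes, 81.9% had a lower CV in the CTCF-KD culture in experiment 1 and 73.6% in experiment 2. The signs are taken around 0, while the rule calls genes around the mean difference. The direction was also taken from the mean difference, a setting chosen after seeing the data. From experiment 1 to experiment 2, 72% of increased and 73.1% of decreased genes then kept it. In the reverse direction it was 68.75% and 71.1%. For comparison without a condition difference, genes were called between culture 2 and culture 1. Of those called in shLuc, 57.5% had a difference of the same sign in shCTCF, and of those called in shCTCF, 55.8% had one in shLuc. With the direction taken from the mean difference, these shares were 57.2% and 55.5%. In both experiments taken alone, the rule called 140 genes as increased (45.9 expected if independent) and 297 as decreased (91.4 expected). In both shLuc and shCTCF, each as culture 2 minus culture 1, it called 177 as increased (68.1 expected) and 120 as decreased (52.97 expected), so an excess over independence also appears without a condition difference.

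**Figure D3:**
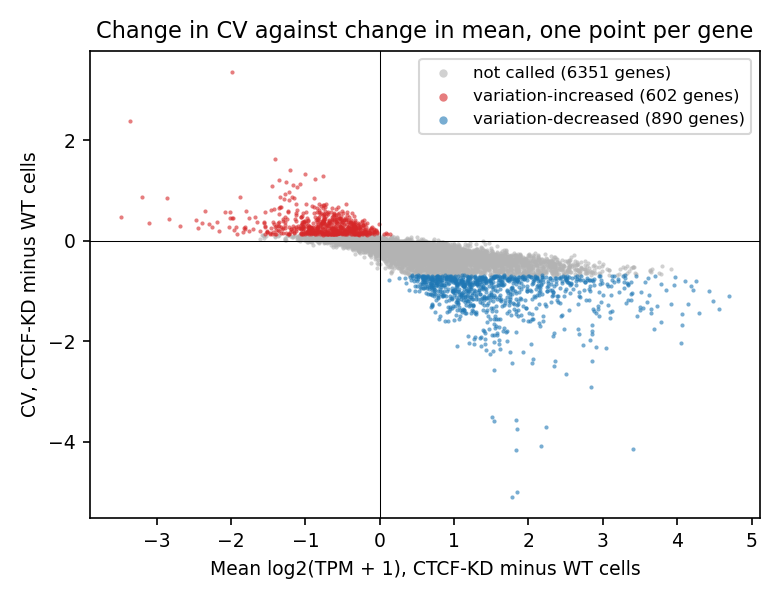
CV difference against the difference in mean log2(TPM + 1), CTCF-KD minus WT cells, one point per gene above the expression minimum, coloured by the rule of mean and 1 SD. The 602 variation-increased genes lie to the left of 0 on the horizontal axis with 4 exceptions, and the 890 variation-decreased genes lie to the right of it.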

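The largest CV rises among genes called in both experiments were those of Mir3064 and Sesn2. Mir3064, a miRNA gene of 67 bp on chromosome 11 from 106782693 to 106782759, lies within Ddx5 and rested on 19, 34, 3 and 2 reads in shLuc #1, shLuc #2, shCTCF #1 and shCTCF #2. Its CV went from 1.01 in WT to 3.39 in CTCF-KD cells while its mean fell by 2.78 on the log2 scale. Sesn2, on chromosome 4 from 132492032 to 132510501, had a CV of 1.65 in WT and 3.06 in CTCF-KD cells, and was detected in 37.5% and 21.7% of WT cells and 16.7% and 4.17% of CTCF-KD cells by culture. The largest falls were those of 3110082I17Rik and Nle1. The CV of 3110082I17Rik, on chromosome 5 from 139359739 to 139460527, was 5.03 in WT and 0.894 in CTCF-KD cells, and the gene was detected in 1 cell of each WT culture. Nle1, on chromosome 11 from 82900768 to 82908411, had a CV of 5.18 in WT and 1.10 in CTCF-KD cells and was also detected in 1 cell of each WT culture. These 4 genes were also called after the subtraction. Among the genes the paper names from its earlier study, Gata3, Cd28, Thy1 (CD90) and Cd5, none was called. Their CV differences were 0.0536, -0.159, -0.0460 and -0.351, and their log2 changes of -0.32, -0.20, -0.10 and 0.04 did not pass the threshold of limma (adjusted p from 0.886 to 0.989). On the mean over cells of log2(TPM + 1), the change of Cd5 was 1.44 (adjusted p = 0.288 from limma).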

**Fig. 3:**
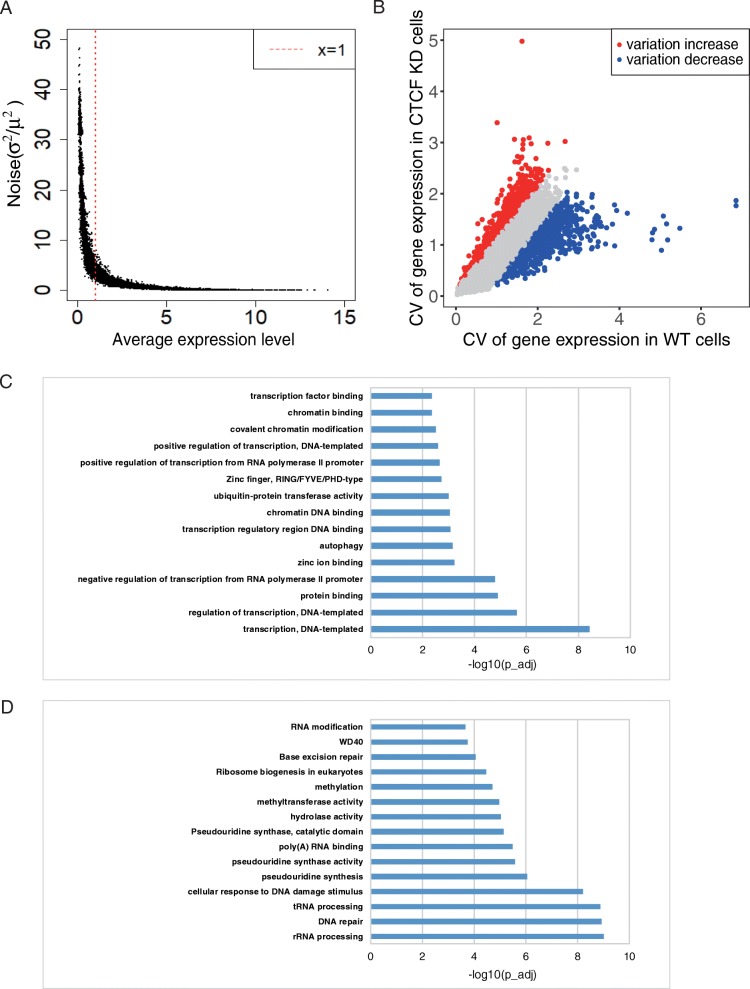
Identification and analyses of genes showing cellular variation changes after CTCF KD. **a**. The relationship between expression level and noise level of reference genes. Genes with low cellular variation was used for further analyses. **b**. Scatter plot of cellular variation-changed genes after CTCF KD. Blue and red indicate the variation decrease and variation increase, respectively. **c**. The top 15 gene categories enriched in variation increased genes. **d**. The top 15 gene categories enriched in variation decreased genes

GO analyses showed that variation-increased genes were significantly enriched in GO terms such as regulation of transcription, DNA binding, zinc finger proteins, covalent chromatin modification and transcription factor binding (Fig. 3c). 

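Families were taken from gene symbols and lists fixed before the values were seen. They were compared with the 602 and 890 genes among the 7843 by Fisher's exact test, adjusted over 26 tests of 13 sets in both directions. Sets that follow the paper's own categories from these same cells are no independent check. Of 290 genes with zinc finger symbols, 29 were variation-increased (22.3 expected, odds ratio 1.35, adjusted p = 0.232). Of 272 genes with transcription factor symbols, 33 were variation-increased (20.9 expected, odds ratio 1.70, adjusted p = 0.0242). The odds ratio was 1.85 with experiment 1 alone and 1.805 with experiment 2 alone. After the CV expected from the mean was subtracted it was 1.66 (adjusted p = 0.0520), no longer past 0.05. With the CV of linear TPM, transcription factor symbols passed among variation-increased genes (odds ratio 1.92, adjusted p = 0.0024) and also among variation-decreased genes (odds ratio 1.82, adjusted p = 0.0023). The median log2 change of the transcription factor symbols was -0.14 in experiment 1 and -0.31 in experiment 2. Immediate early response genes, a set that holds Egr1 and Junb, stood out more. Of 19, 9 were variation-increased (1.46 expected, odds ratio 11.0, adjusted p = 3.5e-05 from Fisher's exact test). After the expected CV was subtracted, 4 of them were (odds ratio 2.85, adjusted p = 0.217 from Fisher's exact test). Genes are not independent, so these p describe the lists and not the cultures.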

In fact, almost all genes involved in DNA binding, zinc finger proteins and transcription factor binding are transcription factors. The significant enrichment of transcription factors in CTCF-KD-specific highly variable genes potentially indicates a high sensitivity of transcription factors to CTCF level. Dysregulation of certain transcription factors possibly explains why knockdown of CTCF leads to a systematic change of gene expression. In contrast, variation-decreased genes were significantly enriched in housekeeping genes related GO terms such as rRNA processing, DNA repair, tRNA processing and RNA modification (Fig. 3d). 

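Of 112 genes of rRNA processing and ribosome biogenesis, 34 were variation-decreased (12.7 expected, odds ratio 3.501, adjusted p = 4.9e-07 from Fisher's exact test over the same 26 tests). Genes of tRNA processing and RNA modification had 34 of 81 (9.19 expected, odds ratio 5.84, adjusted p = 4.1e-11), and DNA repair genes 24 of 98 (11.1 expected, odds ratio 2.58, adjusted p = 0.0012). After the CV expected from the mean was subtracted, the odds ratios were 1.53, 2.23 and 1.78, with adjusted p of 0.392, 0.0844 and 0.217. The median CV difference of the rRNA processing genes was -0.511 before and -0.0288 after the subtraction. DNA repair genes also had an adjusted p of 0.112 with the CV of linear TPM.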

The enrichment of housekeeping genes in WT-specific highly variable genes potentially indicates a higher cellular variation of cell activity in WT cells compared to CTCF-KD cells.

### CTCF knockdown simultaneously altered expression level and cellular variation of its regulated genes

We identified 302 expression-changed genes and 1490 cellular variation-changed genes pre-and-post CTCF knockdown. Next, we were interested to examine whether those cellular variation-changed genes were enriched in expression-changed genes. Venn diagram showed that 47 genes out of total 107 down-regulated genes exhibited increased cellular variation (Fig. 4), which were significantly over-represented (*P* = 0.29 × 10^− 23^, χ^2^ test). These results indicate CTCF knockdown simultaneously reduced the expression level and increased the gene expression noise. 

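As no gene passed the threshold over cultures, the 107 genes with the lowest limma statistics were taken, a list of the size the paper gives. Of these, 56 were among the 602 variation-increased genes, against 8.21 expected (odds ratio 14.5, p = 9.3e-35 from Fisher's exact test, two-sided, across 7843 genes that are not independent). None of the 107 was variation-decreased. With each culture left out in turn, from 43 to 52 genes were shared (odds ratio from 8.38 to 11.6), and 39 with experiment as a block (odds ratio 7.31). To see what the same steps give without a condition difference, cells were regrouped at random within each experiment, 100 times. The regroupings shared from 41 to 73 genes, with a median of 58, and 67 of the 100 shared as many as observed. They also called more genes increased, from 714 to 933, so their odds ratios were lower, with a median of 10.4, and 8 of the 100 had one as large as observed. The regroupings leave out differences between cultures, which the other 2 splits of the 4 cultures keep, chosen after seeing the data. Split by experiment, 29 and 19 genes were shared in the 2 directions of the comparison, and with shLuc #1 and shCTCF #2 against the other cultures 65 and 68. After the CV expected from the mean was subtracted, 10 of the 107 were called increased and 9 decreased, against 9.20 expected for the increased (odds ratio 1.10, p = 0.728 from Fisher's exact test). It left from 4 to 8 with each culture left out in turn and from 2 to 17 in the other splits. With the expression change from experiment 1 and the CV change from experiment 2, 31 genes were shared (odds ratio 4.90), and with the experiments exchanged 25 were (odds ratio 3.98). With the expected CV subtracted as well, a setting chosen after seeing the data, 17 (odds ratio 2.07) and 26 (odds ratio 3.26) were shared. In the opposite direction 14 and 9 were then called, so a part beyond the mean is not excluded. From the overlap, the paper concludes that knockdown of CTCF lowers the expression of these genes and raises their noise at the same time.

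**Figure D4:**
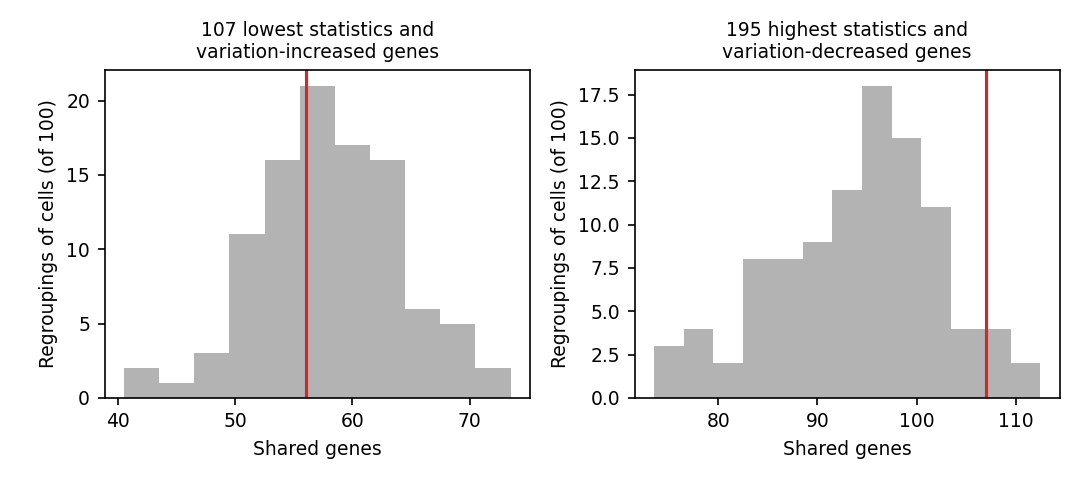
Shared genes in 100 random regroupings of cells within each experiment (grey bars) and in the comparison of CTCF-KD with WT cells (red line), for the 107 lowest statistics and variation-increased genes on the left and the 195 highest statistics and variation-decreased genes on the right. The line is at 56 on the left, where the regroupings have a median of 58, and at 107 on the right, where they have a median of 95.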

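Egr1, on chromosome 18 from 34859823 to 34864984, had a mean of 344 and 710 TPM in shLuc #1 and shLuc #2 and of 124 and 236 TPM in shCTCF #1 and shCTCF #2. Its log2 change was -1.53 (standard error 0.48, adjusted p = 0.597 from limma), with -1.47 in experiment 1 and -1.58 in experiment 2. Its CV was 0.302 in WT and 0.495 in CTCF-KD cells, called variation-increased. Junb, on chromosome 8 from 84974484 to 84978718, had a mean of 161 and 75.8 TPM in the WT cultures and of 23.2 and 20.8 TPM in the CTCF-KD cultures. Its log2 change was -2.28 (standard error 0.53, adjusted p = 0.585 from limma), with -2.74 and -1.82 in the 2 experiments. The CV of Junb was 0.550 in WT and 0.822 in CTCF-KD cells, also called variation-increased. Junb overlaps Prdx2 in the annotation. After the CV expected from the mean was subtracted, the CV difference was 0.0228 for Egr1 and -0.0786 for Junb, and neither was called. With cells as replicates, the adjusted p from limma was 0.0028 for Egr1 and 0.0018 for Junb.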

Among those genes with decreased expression and increased cellular variation, EGR1 and JUNB played an important role in maintaining the cell type-specific gene regulation. For instance, EGR1 belongs to the EGR family of C2H2-type zinc-finger proteins, and encodes a nuclear protein that participates in transcriptional regulation.

**Fig. 4:**
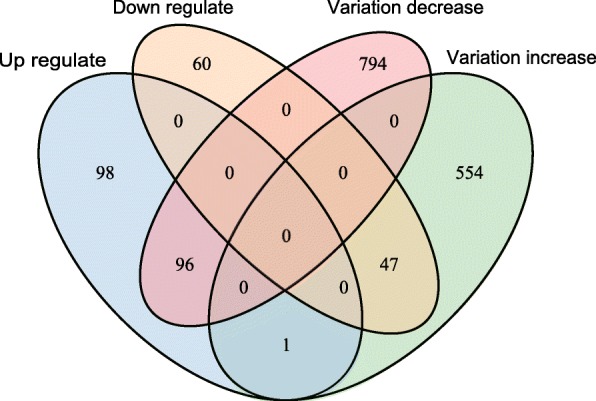
Genes showing cellular variation change tend to be differentially expressed genes. Genes with expression decrease and cellular variation increase were significantly over-represented (*P* = 0.29 × 10^− 23^, χ^2^ test). Genes with decreased cellular variation and increased expression level were significantly over-represented (*P* = 0.48 × 10^− 23^, χ^2^ test)

Meanwhile, there were 96 genes out of the total 195 up-regulated genes exhibiting decreased cellular variation (Fig. 4), which were also significantly over-represented (*P* = 0.48 × 10^− 23^, χ^2^ test). 

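Of the 195 genes with the highest limma statistics, 107 were among the 890 variation-decreased genes, against 22.1 expected (odds ratio 10.7, p = 2.0e-51 from Fisher's exact test, two-sided). Without shCTCF #1 it was 69 (odds ratio 5.12), without shCTCF #2 72 (odds ratio 4.78), without shLuc #1 114 (odds ratio 12.8) and without shLuc #2 108 (odds ratio 11.8). With experiment as a block it was 71 (odds ratio 4.77). The random regroupings of cells shared from 74 to 111 genes, with a median of 95, and 6 of the 100 shared as many as observed. Their odds ratios had a median of 8.94, and 10 of the 100 had one as large as observed. Split by experiment, 40 and 66 genes were shared in the 2 directions, and with shLuc #1 and shCTCF #2 against the other cultures 113 and 109. After the CV expected from the mean was subtracted, 31 of the 195 were called decreased (14.3 expected, odds ratio 2.47, p = 3.5e-05) and 20 increased. The regroupings then shared from 6 to 24 decreased genes, and 0 of the 100 reached 31, while the other splits shared 4 and 14 by experiment and 14 and 19 crossed. Without shCTCF #1, 13 genes were left (13.8 expected, odds ratio 0.934) and without shCTCF #2 17 (14.8 expected, odds ratio 1.16), against 31 without shLuc #1 and 33 without shLuc #2. With experiment as a block, 24 were left (odds ratio 1.81, p = 0.0114 from Fisher's exact test). With the expression change from experiment 1 and the CV change from experiment 2, 73 genes were shared, and with the experiments exchanged 87 were.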

The 96 genes with decreased cellular variation and increased expression level were significantly enriched in poly(A) RNA binding, rRNA processing, WD40, purine nucleobase biosynthetic processing, rRNA methylation and RNA methyltransferase activity. It is obvious that those enriched GO terms were associated with basic cellular functions belonging to housekeeping genes. 

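Of the 107 genes with both one of the 195 highest statistics and a variation-decreased call, 9 were rRNA processing genes (1.53 expected, odds ratio 6.81, adjusted p = 2.6e-04 from Fisher's exact test over 26 tests) and 1 had a WD repeat symbol (0.819 expected, odds ratio 1.23, adjusted p = 1.00). These tests of the shared genes were chosen after seeing the data. Of the 112 rRNA processing genes, 24 had one of the 195 highest statistics. Of the genes with WD repeat symbols, 7 of 60 were variation-decreased (6.81 expected, odds ratio 1.03, adjusted p = 0.879 from Fisher's exact test).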

Taken together, our results clearly indicate that distortion of CTCF expression could simultaneously change the gene expression level and cell-to-cell variation of its regulated genes.

Furthermore, we identified CTCF binding sites using CTCF ChIP-seq data in WT EL4 cells from our previous study [18]. We identified each gene-associated CTCF by counting the CTCF binding sites within 20Kb of the transcriptional start site (TSS) for each gene. The numbers of gene-associated CTCF of variation-increased genes are significantly higher than that of variation-decreased genes (*P* = 0.0033; Wilcoxon test), and are significantly higher than that of variation-unchanged genes (*P* = 0.16 × 10^− 6^; Wilcoxon test). The numbers of gene-associated CTCF of variation-decreased genes do not show significant differences from that of variation-unchanged genes (*P* = 0.5; Wilcoxon test). These results suggest that genes regulated by multiple CTCF binding sites tend to possess a higher cellular variation after CTCF knockdown.

## Discussion

CTCF plays an important role in chromatin structure organization and regulation of gene expression [14–17]. In this study, we used single cell RNA-seq to analyze genome-wide gene expression profiles of WT and CTCF-KD cells at single cell resolution. Indeed, WT cell population and CTCF-KD cell population showed distinct concentration on PC1, indicating that knockdown of CTCF resulted in a systematic impact on the genome-wide gene expression profile. These results further implied that CTCF contributed to key functions in controlling the genome-wide gene regulation. We generated the genome-wide landscape of cell-to-cell variation in both WT and CTCF-KD cells. After comparing cell-to-cell variations between WT and CTCF-KD cells, we identified those genes showing a significant change of cellular variation after CTCF knockdown. Interestingly, the cellular variation-increased genes are significantly enriched in expression-decreased genes, suggesting that CTCF-medicated promoter-enhancer interaction did not only play an important role in maintaining the expression of its regulated genes, but also reduced their expression noise.

In this study, we identified numerous genes with an obvious change of cellular variation after CTCF knockdown, although the knockdown efficiency is moderate. We expected more genes showing alterations of cellular variation with a more efficient CTCF knockdown, which would enhance the conclusion in this study. Interestingly, the variation-increased genes were significantly enriched in GO terms such as chromatin DNA binding, zinc finger proteins and zinc ion binding, implying the expression noise of those zinc finger proteins were strongly increased after CTCF knockdown. The increased cellular variation of zinc finger proteins potentially indicates a high sensitivity of zinc finger proteins to CTCF expression level or cellular environmental change within the cell. In fact, the majority of those zinc finger proteins were transcription factors that played an important role in the regulation of cell type-specific gene expression. Our observation that CTCF knockdown fluctuated the expression of many transcriptional factors further explained why disruption of CTCF expression led to pronounced biological effects such as developmental failure [24, 25]. Taken together, our findings provide convincing evidence that CTCF serves as a key player in stabilizing the gene expression noise of zinc finger related genes.

## Conclusion

We conducted single cell RNA-seq on both wild type (WT) cells and CTCF-Knockdown (CTCF-KD) cells using Fluidigm C1 system. Principal component analysis of single cell RNA-seq data showed that WT and CTCF-KD cells concentrated in two different clusters on PC1, indicating a systematic difference of gene expression profiles between WT and CTCF-KD cells. Interestingly, GO terms including regulation of transcription, DNA binding, zinc finger and transcription factor binding were significantly enriched in CTCF-KD-specific highly variable genes, implying tissue-specific genes such as transcription factors were highly sensitive to CTCF level. Dysregulation of transcription factors possibly explains why knockdown of CTCF leads to a systematic change of gene expression. In contrast, housekeeping genes such as rRNA processing, DNA repair and tRNA processing were significantly enriched in WT-specific highly variable genes, potentially due to a higher cellular variation of cell activity in WT cells compared to CTCF-KD cells. We further noticed that cellular variation-increased genes were significantly enriched in down-regulated genes, indicating CTCF knockdown simultaneously reduced the expression levels and increased the expression noise of its regulated genes. To our knowledge, this is the first attempt to explore the genome-wide landscape of cellular variation after CTCF knockdown. Our study not only advances our understanding of CTCF function in maintaining gene expression and reducing expression noise, but also provides a framework for examining gene function.

## Methods

### Cell culture

EL4 (ATCC® TIB-39™), derived from lymphoma in C57BL/6 N mouse, was purchased from ATCC. EL4 cells were cultured in DMEM (GIBCO Invitrogen) supplemented with 50 IU/mL penicillin, 50 mg/mL streptomycin (GIBCO Invitrogen) and 10% heat-inactivated calf serum (Sigma, USA). Cultures were maintained by replacement of fresh medium every 3 days, and cell density was kept between 1 X 10^5^ and 1 X 10^6^ cells/mL.

### Knockdown of CTCF by shRNA

Knockdown of CTCF was performed using Lentiviral-mediated short hairpin RNA (shRNA) in EL4 cells as described previously [18]. Briefly, 293T cells were co-transfected with an envelope plasmid (pLP/VSVG) to generate lentiviral particles. The medium containing lentiviral particles was harvested after 48 h transfection. EL4 cells were infected with the harvested shLuc and shCTCF retroviral particles packaged in GP2–293. GFP+ cells were sorted out to check the knockdown efficiency using RT-qPCR and Western blotting after 5 days of infection. The cell populations displaying efficient knockdown of CTCF were used for single cell RNA-seq.

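The target sequences of the shRNAs against Ctcf were matched to the GRCm38 transcripts of the GENCODE M21 annotation. CTCF-shRNA 1, GGTGCAATTGAGAACATTATA, matches Ctcf on chromosome 8 from 105681470 to 105681490, in the coding sequence of exon 12 of 12, at positions 2330 to 2350 of a transcript of 3782 nt. The transcript reads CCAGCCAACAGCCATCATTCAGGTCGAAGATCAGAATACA in the 40 nt upstream and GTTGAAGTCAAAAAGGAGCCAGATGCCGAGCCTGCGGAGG in the 40 nt downstream. CTCF-shRNA 2, TGGACGATACCCAGATCATAA, matches from 105664031 to 105664051, in the coding sequence of exon 3 of 12, at positions 537 to 557 of the same transcript. Its flanks are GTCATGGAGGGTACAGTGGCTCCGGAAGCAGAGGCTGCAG upstream and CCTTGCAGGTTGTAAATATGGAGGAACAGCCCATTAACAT downstream. Each sequence occurs in 2 of the 6 annotated Ctcf transcripts and in 0 transcripts of other genes. The values per gene do not show where along Ctcf the reads fell.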

The following shRNA sequences were used for CTCF knockdown: mouse CTCF-shRNA 1: 5′-GGTGCAATTGAGAACATTATA; mouse CTCF-shRNA 2: 5′-TGGACGATACCCAGATCATAA.

### Western blot analyses

After thorough washing, the knockdown (shCTCF) cells and control (shLuc) were harvested for Western blotting analyses. Protein concentration of the cell lysates was measured using BCA kit (Pierce, Rockford, IL). Protein samples (40 μg/lane) were applied to SDS-PAGE followed by Western blotting against anti-CTCF antibody (07–729, Millipore), and anti-GAPDH antibody (sc-1616, Santa Cruz Biotechnology).

### Quantitative real-time PCR

Total RNAs from the knockdown (shCTCF#1 and shCTCF#2) and control (shLuc) cells were extracted using miRNeasy Micro Kit (QIAGEN). cDNA was synthesized by using oligo (dT)20 and SuperScript III Reverse Transcriptase (Invitrogen) according to manufacturers’ instructions. RT-qPCR samples were mixed with the following Taqman probe mixture (Applied Biosystems) and run on a LightCycler 96 (Roche): Gapdh: Mm03302249_g1; CTCF: Mm00484027_m1. Results were normalized to the mRNA level of Gapdh.

### Single cell RNA sequencing

Fluidigm C1™ Single-Cell Autoprep System (Fluidigm, South San Francisco, CA, USA) was used for single cell RNA-seq. In the initial experiment, shLuc#1 or shCTCF#1 were uploaded to a C1 integrated fluidics circuit (IFC) for cell capture, respectively. We checked the IFC to count the number of captured cells, and to distinguish between live and dead cells for later data processing. After successful completion of the second knockdown, cells from shLuc#2 and shCTCF#2 were treated similarly to the initial experiment. Single-cell RNA-seq with SMARTer protocol (Clontech, Mountain View, CA, USA) was prepared following Fluidigm manual ‘Using the C1 Single-Cell Auto Prep System to generate mRNA from Single Cells and Libraries for Sequencing’. The wells containing either zero or double cells were filtered out. We selected 24 cells with the highest quality from each IFC. The DNA materials obtained from the 96 single cells were sequenced on Illumina HiSeq 3000, as illustrated in Fig. 1c.

### Reads mapping and quality control

Quality of the reads was assessed using FASTQC. All reads were aligned to the mouse genome (Ensemble version GRCm38.89) utilizing STAR v.2.5.2 [29, 30]. Unique mapping reads were allowed (using parameter *--outFilterMultimapNmax*). The alignments were used as input in HTSEQ v.0.9.1 [31] to count the number of reads mapping to each of the 24,057 ref-seq genes in each cell. We filtered out those low-quality cells from our dataset based on a threshold for a minimum of 3000 unique genes per cell. In total, the final dataset contained 95 cells (including 24 cells from shLuc #1, 24 cells from shCTCF #1, 23 cells from shLuc #2 and 24 cells from shCTCF #2) with a mean of 216,157 sequenced reads per cell. Transcripts per million (TPM) was used to normalize the gene expression level and log2 transformed. Furthermore, genes with log2(TPM + 1) > 1 in less than two individual cells were filtered out, leaving a total of 95 samples and 11,361 genes for further analyses.

### Statistical analyses and gene enrichment analyses

For identification of genes with biologically significant cell-to-cell variation, we used η^2^ = σ^2^/μ^2^ (*σ* denotes standard deviation; *μ* denotes mean) to measure the noise of gene expression [27, 28, 32]. We filtered out those genes exhibiting a low expression (log_2_TPM ≤ 1), since the expression noise is inversely proportional to the expression when the gene expression level is low (log_2_TPM ≤ 1) (Fig. 3a), leading to 7843 genes remaining for further analyses. To examine any possible enrichment of particular gene categories and pathways in certain gene lists, GO enrichment analysis was performed using DAVID [33, 34]. Multiple comparison corrections for GO enrichment analyses were performed using Benjamini adjustment.

In this study, we used coefficient of variation (CV) to calculate the cell-to-cell variation. The variation increased genes are calculated by

$$ C{V}_{KD}-C{V}_{WT}> mea{n}_{C{V}_{KD}-C{V}_{WT}}+s{d}_{C{V}_{KD}-C{V}_{WT}} $$

while the variation decreased genes are calculated by

$$ C{V}_{KD}-C{V}_{WT}< mea{n}_{C{V}_{KD}-C{V}_{WT}}-s{d}_{C{V}_{KD}-C{V}_{WT}} $$

## Supplementary information

**Additional file 1:** **Figure S1.** High reproducibility of single cell RNA-seq data. (A) Scatter plot showing the correlation of gene expressions between pooled single cells and bulk data in shLuc. (B) Scatter plot showing the correlation of gene expression between shLuc #1 and shLuc#2. (C) Scatter plot showing the correlation of gene expressions between pooled single cells and bulk data in CTCF-KD cells. (D) Scatter plot showing the correlation of gene expressions between shCTCF#1 and shCTCF#2.

**Additional file 2:** **Figure S2.** Analysis of differentially expressed genes between WT cells and CTCF KD cells. (A) The expression of CTCF is correlated with the cell coordination on PC2. (B) Differentially expressed genes were plotted in MAplot. Significantly up-regulated genes and down-regulated genes were indicated red and blue, respectively. (C) The top 15 enriched GO terms in the 195 up-regulated genes. (D) The top 15 enriched GO terms in the 107 down-regulated genes.

**Additional file 3:** **Figure S3.** Histogram showing that CV difference of gene expression between CTCF-KD cells and WT cells followed the normal distribution.

## Data Availability

The single cell RNA-seq data of EL4 cells have been deposited in the Gene Expression Omnibus database with the accession number GSE135769.

## Abbreviations

CTCF: CCCTC-Binding Factor
CTCF-KD: CTCF-Knockdown
IFCs: Integrated fluidics circuits
PCA: Principal component analysis
qPCR: Quantitative polymerase chain reaction
shLuc: shRNA luciferase controls
shRNA: Short hairpin RNA
TADs: Topologically associated domains
TPM: Transcripts per million
WT: Wild type

How the deposited data were processed for this re-analysis (not part of the article)

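EL4 cells carrying an shRNA against luciferase (shLuc, WT) or against Ctcf (shCTCF, CTCF-KD) were captured on the Fluidigm C1 system, and 24 cells were sequenced from each of 4 cultures. The cultures shLuc #1 and shCTCF #1 belong to the initial experiment and shLuc #2 and shCTCF #2 to the second knockdown. The paper's text does not settle whether shCTCF #1 and shCTCF #2 also differ in their hairpin. Each culture was captured on its own IFC, so culture, circuit and condition within an experiment cannot be told apart.
The authors aligned the reads to GRCm38.89 with STAR, kept uniquely mapped reads, counted them with HTSeq on 24057 genes and deposited the values of all 96 cells as TPM. No mitochondrially encoded genes are listed. The deposited TPM values are adjusted for gene length and for the total of each cell, and the paper's filter on cells had not been applied to them. No molecular identifiers are described, so reads are not independent molecules, and intervals given for counts cover counting error only.
Whole reads were recovered from the TPM values as the common step of each gene across cells, with the factor of each cell. In all, 13334 genes had a value above 0 in any cell, and for 1336 of these, with a value in one cell only, the step could not be checked. The smallest step was taken as 1 read, so a step of several reads would give too low a count. The procedure was tested on simulated reads for 12788 genes made from the profiles of the cells themselves, and 98.9% of the values were returned exactly. An earlier simulation, in which all cells shared one profile, had returned far fewer values exactly and was replaced. The recovered reads were used for depth, for thinning cells to 80000 reads and for RPM. The design had assumed that TPM keeps no depth, so thinning was added to it, and no count model was fitted. The cells kept held 6192121 recovered reads in shLuc #1, 5493040 in shLuc #2, 5606532 in shCTCF #1 and 3232422 in shCTCF #2, so values of single genes are least precise in shCTCF #2.
Cells with fewer than 3000 genes with TPM above 0 were left out, which removed 1 cell. Genes with log2(TPM + 1) above 1 in at least 2 cells entered the PCA and the expression test, with a pseudocount of 1. For variation, genes with a mean log2(TPM + 1) above 1 over the 95 cells were used. CV is the SD over the mean of log2(TPM + 1) over the cells of a condition, cultures pooled, as in the paper, and a gene was called when its CV difference lay more than 1 SD from the mean difference. The CV expected from the mean was a running median over genes ordered by their mean, in each condition. The paper's text does not name the threshold used with edgeR, the authors' tool for expression, or the scale of the CV, which was taken from the axes of its Fig. 3.
Values of 1 measure per culture were compared by exact permutation tests, two-sided, of 2 cultures against 2, which cannot give a p below 0.333. Tests across genes used limma on culture values with a trend and Benjamini-Hochberg adjustment at 0.05. Correlations over cells used 100000 permutations within cultures. Overlaps and gene sets used Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over 26 tests of 13 sets. Medians of sets were placed among 10000 random lists of the same size matched on mean expression. The number of the culture pairs the samples, since the paper's methods give it as the initial experiment and the second knockdown. Deviations from the condition means of shLuc and shCTCF cultures with the same number had a correlation of 0.275 across 7843 genes. Regroupings reassigned cells to culture labels at random within each experiment, without regard to condition, 100 times. They hold the sampling of cells and leave out differences between cultures, so the overlaps were also computed for the other 2 splits of the 4 cultures into 2 and 2.
The tests across genes were tested on simulated cultures drawn from the pooled WT cells with 200 genes changed. These simulated cultures leave out differences between cultures, so they may overstate what the tests can find. With expression changed 4-fold, limma called 0 of 11980 genes, with 59 of the 200 among the 200 most extreme. With a 32-fold change it called 68 genes, 41 of them changed. For CV over 7796 genes, it called 0 genes at an SD multiplied by 1.8 and 177 genes, 176 of them changed, at an SD multiplied by 6. The rule for CV, on 7843 genes with an SD multiplied by 1.8, called 580 genes, 156 of them changed.
Genes named are Ctcf, every gene the paper's text names (Egr1, Junb, Gata3, Cd28, Thy1 and Cd5, with Gapdh, its reference gene, added after the data were seen), the 3 genes with the highest and the 3 with the lowest limma statistic, as none passed the threshold, and the 2 largest rises and 2 largest falls in CV among genes called in both experiments taken alone. Coordinates are from the GENCODE M21 annotation of GRCm38, and from RefSeq for AI450353.
The alternatives covered the scale of the culture mean, the pseudocount, the filters on genes, the scaling of the PCA, the removal of genes detected, cells as replicates, the experiment as a block, the scale and threshold of the CV, the dependence of CV on the mean, each experiment alone and each culture left out in turn. These, the gene sets and the tests were fixed before the data were examined. Alternatives that thin reads, pair cells on genes detected, use RPM, require 3 cells in the gene filter, take the direction of a CV change from the mean difference, or subtract the expected CV where expression and CV come from different experiments or where cells are replicates were chosen after seeing the data. So were the alternatives of gene sets among the highest and lowest statistics, the mean over cells in the overlaps, the other splits of the cultures, the overlaps with the expected CV subtracted and a culture left out or a block, the sets among genes shared by an expression list and a variation call, the reads outside the 100 most abundant genes, the tests on Ctcf in experiment 2 and the larger simulated changes. Bulk RNA-seq, ChIP-seq and GO annotation were not used here. The software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.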

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

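Both tests of an explanation in this part, on exchanged labels and on the number of cells, and also the comparison in RPM were chosen only after the result was seen.
The change of Ctcf differed between the experiments. Its log2(mean TPM + 1) fell by 1.85 from shLuc #1 to shCTCF #1 and rose by 0.27 from shLuc #2 to the culture labelled shCTCF #2, a difference of 2.12 that was not tested, since each experiment has 1 culture per condition. Exchanged labels of shLuc #2 and shCTCF #2 would turn the other changes of experiment 2 around. The median log2 change of 112 rRNA processing genes was 0.95 in experiment 1 and 1.05 in experiment 2, which argues against an exchange. Too few cells to see a fall as deep as in experiment 1 are argued against by the interval from resampled cells in experiment 2. Its lower end, 62.9% of control, lies above the 26.5% of experiment 1 and above the upper end of the interval there, 59.01%. The interval of experiment 2 reaches 240% and holds values below and above control. A smaller reduction missed through the cells sampled therefore stays open. Both intervals cover cells within these cultures and not variation between cultures. Depth differed, with a median of 131098 reads per cell in shCTCF #2 and 230477 in shLuc #2, but RPM of the recovered reads, 81.98 against 71.7, gave the same direction. A weaker knockdown in the cells captured, recovery of expression by the time of capture, a difference between hairpins, and reads from a Ctcf transcript that the shRNA does not remove stay open and were not tested. The qPCR and Western blot of the paper, which show less Ctcf mRNA and CTCF protein in shCTCF #2, were not analysed here.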

How the results depend on the processing

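The alternatives named here as thinned or paired, cells as replicates combined with the subtraction of the expected CV, and the alternatives of gene sets among the lowest and highest statistics were chosen only after the result was seen.
For 54 results, 452 alternatives were computed. Of these, 384 kept the direction and the side of the threshold or stayed within the spread, 43 moved, 10 no longer passed the threshold, 7 newly passed it and 8 were reversed. Exact p over 2 cultures against 2 cannot pass 0.05, so results with such a p say nothing here about stability.
The numbers of genes called for expression depended on the scale and the replicate. On the mean over cells of log2(TPM + 1), limma called 44 higher and 2 lower genes, and with cells as replicates 1280 and 123, against 0 and 0. The other alternatives and each culture left out gave 0 and 0. On that mean, r2 between cultures was 0.900 for shLuc and 0.913 for shCTCF, and without a filter 0.771 for shLuc. The correlation of Ctcf with PC2 was 0.179 (permutation test within cultures, p = 0.241) in cells with Ctcf above 0 only, which leaves fewer cells. Noise of linear TPM had rho of -0.439 at or below the minimum and -0.721 above it.
At 1.5 SD the rule called 212 increased and 476 decreased genes, by its construction. With the expected CV subtracted it called 574 decreased genes. The test of log2 CV over cultures, with 650 genes, called 292 on linear TPM, 0 with the expected CV subtracted, 1675 with experiment as a replicate block and 1002 with thinned reads. With 1 culture left out it called from 0 genes, without shLuc #2, to 886, without shCTCF #2, with 1 without shLuc #1 and 320 without shCTCF #1. The culture left alone is then assumed to vary like the others. The replicate block also changed 3 of 26 calls of gene sets among the lowest and highest statistics, which were all computed with it. Glycolysis genes passed among the 107 lowest, with an odds ratio of 31.6 against 9.80. Zinc finger and transcription factor symbols were short of their expected number among the 195 highest, with 0 genes each where 7.21 and 6.76 are expected (adjusted p = 0.0063 and 0.0079 from Fisher's exact test), against 1 each without the block. Besides these 3 calls and the count of CV changes, it changed no call of the tests fitted with it, which are those of expression, of its gene sets and of both overlaps. The share of genes with the same direction in both experiments was 56.3% with the expected CV subtracted, 63.5% on linear TPM, 66.5% with thinned reads and 60.5% with paired cells.
With the expected CV subtracted, the overlap of lower and increased genes had an odds ratio of 1.10, and with cells as replicates as well 1.11. For higher and decreased genes it was 2.47 in both settings. With cells as replicates, 169 of these were shared where 89.1 are expected, and 74 were called in the opposite direction. Among gene sets, the subtraction gave an odds ratio of 1.66 for transcription factor symbols and 1.53 for rRNA processing. It was 2.23 for tRNA processing and 1.78 for DNA repair genes, and none of these 4 passed an adjusted p of 0.05. With paired cells it was 1.44 for transcription factor symbols and 1.79 for DNA repair, and on linear TPM 1.70 for DNA repair, also short of it. The cause was not tested beyond the subtraction itself. The list from the limma threshold held no genes and gave no overlap.
The CV difference of Junb was -0.0786 with the expected CV subtracted. Genes with a small change in mean TPM changed sign. With each culture left out, the log2 change of Gata3 was from -0.84 to 0.20, the latter without shLuc #1. That of Cd28 was from -0.73 to 0.33, above 0 without shLuc #2 (0.33) and without shCTCF #1 (0.26), and 0.17 on the mean over cells of log2(TPM + 1). That of Thy1 was from -0.29 to 0.10, the latter without shLuc #1. That of Cd5 was from -0.11 to 0.18, below 0 without shLuc #2 (-0.11) and without shCTCF #1 (-0.02), and 1.44 on the mean over cells of log2(TPM + 1). None of these passed the threshold of limma in any alternative. On the mean over cells of log2(TPM + 1), Nolc1, Txnip and 3110082I17Rik newly passed it, with changes of 4.25, -3.48 and 3.41. The cause was not tested. Depth limits single genes most in shCTCF #2, with 3232422 reads in all against 6192121 in shLuc #1, 5493040 in shLuc #2 and 5606532 in shCTCF #1.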

Differences from the paper's values

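The setting with genes required in at least 3 cells, and the alternatives of glycolysis and WD repeat genes among the lowest and highest statistics, were chosen only after the result was seen. The former leaves 11361 genes for the PCA, the number the paper gives, where the filter in at least 2 cells leaves 11980.
The paper's r2 between shLuc #1 and shLuc #2 is 0.87 and the value here is 0.741. Of the alternatives set before the data were examined, the mean over cells of log2(TPM + 1), at 0.900, and no filter, at 0.771, both also differ from it.
The paper's p for Ctcf and PC2 is 0.22 in units of 1e-06, and the p over cells here is 22.1 in the same units, while r2 is the paper's 0.18 and 0.177 here. Of the alternatives set before the data were examined, Ctcf left out of the PCA gives an r2 of 0.175, which does not differ from the paper's, while genes scaled to unit variance (0.0818), genes detected regressed out (0.0699) and only cells with Ctcf above 0 (0.0321) do. Both p have the same leading digits and lie 2 powers of 10 apart, so they match after a change of exponent. No alternative was computed for this p.
The paper gives 195 higher and 107 lower genes in CTCF-KD cells, and limma over cultures gives 0 and 0. At an unadjusted p under 0.05 it gives 574 and 338 genes. As limma over cultures called 0 genes in simulated cultures with 200 genes changed 4-fold, its 0 and 0 do not argue against the paper's counts. The paper's text does not name the replicates of its test, and those here are cultures. With cells as replicates, limma called 123 lower genes, which does not differ from the paper's by more than 1.5 times, and 1280 higher genes, which does. The mean over cells of log2(TPM + 1), at 44 and 2, and each of the other alternatives set before the data were examined, at 0 and 0, differ from the paper for both.
For the overlap of lower and increased genes, the paper's p is 0.29 in units of 1e-23 from a chi-squared test, and the one here 9.3e-12 in the same units from Fisher's exact test, and each of the alternatives differs from the paper's. For higher and decreased genes, the paper's p is 0.48 and the one here 2.0e-28 in the same units. Of the alternatives set before the data were examined, expression of experiment 1 with CV of experiment 2, at 0.55, does not differ from it and the others do.
The paper's Ctcf mRNA in shCTCF #2, by qPCR, is 40% of control, and the mean TPM of its cells here was 121% of that of shLuc #2. The measures are unlike, since the qPCR was on total RNA of sorted cells and normalized to Gapdh. The paper's Western blot also shows less CTCF protein in shCTCF #2, and protein was not measured here. No alternative set before the data were examined gives the percentage of control.
The paper describes noise as unrelated to expression above the minimum, and here Spearman's rho above it was -0.959, and -0.721 with noise of linear TPM. It describes the CV differences as normally distributed, and here their excess kurtosis was 14.4 and their skewness -1.91. It lists zinc finger proteins among the categories of variation-increased genes, and here genes with zinc finger symbols had an odds ratio of 1.35 with an adjusted p of 0.232 from Fisher's exact test with Benjamini-Hochberg adjustment, as for the sets that follow, and did not pass 0.05 among variation-increased genes in any alternative. With the CV of linear TPM they passed among variation-decreased genes, with 50 of 290, an odds ratio of 1.59 and an adjusted p of 0.0166. GO annotation was not used. It lists WD40 genes among the higher genes, and here the odds ratio was 2.08 with an adjusted p of 0.442, and 2.54 with an adjusted p of 0.0042 with cells as replicates, a setting chosen after seeing the values. It also lists them among genes both higher and less variable, and here their odds ratio among the 107 genes of both kinds was 1.23, in a test chosen after seeing the values, and among variation-decreased genes it was 1.03, and 2.30 with an adjusted p of 0.0346 with the CV of linear TPM. It lists glycolysis among the lower genes, and here the odds ratio was 9.80 with an adjusted p of 0.0815. Glycolysis passed 0.05 with experiment as a block (31.6), on the mean over cells of log2(TPM + 1) (15.9) and with cells as replicates (49.1), settings chosen for this set after seeing the values. The paper's own lists of genes were not used here.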

Other observations

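The tests on thinned reads and on reads outside the most abundant genes, the cells paired on genes detected, the other splits of the cultures, the overlaps with the expected CV subtracted and a culture left out, and the overlaps with the expected CV subtracted where expression and CV come from different experiments were chosen only after the result was seen.
CTCF-KD and WT cells differed in the number of genes detected, by 1211 genes between culture medians. A difference in depth is argued against, since 1177.5 genes of difference remained with every cell thinned to 80000 reads. A few genes taking more reads in WT cells are argued against as well. The 100 genes with most reads took 26.0% and 23.0% of the reads in shLuc #1 and shLuc #2 and 24.8% and 22.5% in shCTCF #1 and shCTCF #2, and the difference outside them was 977 genes at 32000 reads per cell. The circuit, cell size or RNA content, and the knockdown itself stay open and untested.
The separation of the conditions on PC1 may in part be this difference in genes detected. PC1 followed genes detected within each culture, and 39.3% of the separation remained after the slope was removed. Culture means of the residual were -25.9 and -8.44 for shLuc and 0.615 and 33.3 for shCTCF. With genes detected regressed out of each gene, the conditions lay 0.703 SD apart on PC1 and 1.13 SD on PC2. That regression ran over all cells, so it can also remove part of the condition difference. Whether detection drives PC1 or both follow a change in the cells cannot be told apart, because genes detected differ with the condition in both experiments.
A threshold set by the spread of the differences calls a share of genes in any comparison, and the rule called 1370 genes between shLuc #1 and shLuc #2. The number called may therefore reflect the rule more than the condition, and all 100 regroupings called more genes than the 1492 observed, from 1522 to 1742. Regroupings leave out differences between cultures. The other splits of the cultures, which keep them and have about as many cells per group, called 1346 genes by experiment and 1635 with shLuc #1 and shCTCF #2 against the other cultures. The mean CV difference, -0.279, lay outside all 100 regroupings of the 95 cells and beyond the 0.0735 and -0.0424 of the other splits, but it was -0.133 in cells within the shared range of genes detected and -0.0275 in cells paired on genes detected. A gene not detected in a cell enters its CV as 0, so matching cells on genes detected can also take out part of the CV difference itself. Whether the lower CV in CTCF-KD cells follows the number of genes detected can therefore not be told from these cells. The regroupings were not repeated in these smaller sets of cells.
The overlap of lower with variation-increased genes may follow from the dependence of CV on the mean. After the expected CV was subtracted, 10 genes were shared where 9.20 are expected, and 23 of 100 regroupings, which leave out differences between cultures, shared as many. With expression from experiment 1 and CV from experiment 2, the subtraction left 17 shared genes and 14 in the opposite direction (odds ratio 2.07), and with the experiments exchanged 26 and 9 (odds ratio 3.26), so a part beyond the mean is not excluded. For higher and variation-decreased genes, 31 genes stayed shared where 14.3 are expected, with 20 called in the opposite direction. That is more than in any of the 100 regroupings and than the 4 to 19 of the other splits of the cultures. Without shCTCF #1, however, 13 were left where 13.8 are expected, and without shCTCF #2 17 where 14.8 are expected, so no excess was seen with either CTCF-KD culture left out. With 1 culture left out, from 19 to 41 were called in the opposite direction. Whether it exceeds the dependence on the mean cannot be told apart with 2 cultures per condition. With expression from experiment 1 and CV from experiment 2, 37 were shared where 14.9 are expected (odds ratio 2.96), and 32 were called in the opposite direction. With the experiments exchanged it was 45 where 15.2 are expected (odds ratio 3.74), and 37. Calls in the opposite direction were nearly as many as those shared, so a fall in CV specific to higher genes is not shown. Experiment as a block, also chosen after seeing the data, leaned the other way. It gave 24 shared where 14.3 are expected (odds ratio 1.81), and 11 in the opposite direction. A wider spread of CV around the expected value in genes with a large change in mean stays open and was not tested. A change in spread with the knockdown, and differences between circuits, stay open.
Egr1 and Junb may have fallen as part of a lower immediate early response, from handling or signalling at harvest. The other 17 immediate early genes had a median log2 change of -0.52 in experiment 1 and -0.54 in experiment 2, at percentiles 0.54 and 0.90 of matched random lists, and 12 were lower in both. An effect of CTCF on these genes stays open.
Lower glycolysis genes may belong to a lower hypoxia-type response, from culture density or capture. Outside glycolysis, 27 hypoxia-response genes had a median log2 change of -0.86 in experiment 1 and -0.84 in experiment 2, below all 10000 matched random lists in both, and 23 were lower in both. Of 33 hypoxia-response genes, 8 were among the 107 lowest statistics (odds ratio 24.9, adjusted p = 1.3e-07 from Fisher's exact test). The prolyl hydroxylase list shares members with this list. An effect of the knockdown stays open.
The fall in CV of rRNA processing genes may follow from their higher mean. Their median CV difference went from -0.511 to -0.0288 after the expected CV was subtracted, at percentile 1.16 of matched random lists, so a small part was left. With cells paired on genes detected it was -0.260.
Of the other sets, S phase genes had median log2 changes of 0.73 and 0.31 in experiments 1 and 2, at percentiles 100 and 96.4. G2/M genes, counted without Ctcf, had -0.28 and -0.47, at percentiles 0.33 and 0.02. DNA repair genes had 0.23 and 0.26, at percentiles 95.1 and 98.5. Zinc finger symbols had -0.06 and -0.33, at percentiles 8.03 and 0. Cytosolic ribosomal proteins had -0.09 and -0.07, at percentiles 7.77 and 20.1, while their mean change over the 4 cultures was 0.03. Among variation-decreased genes, 0 of 51 G2/M genes were found (adjusted p = 0.0123 from Fisher's exact test), and 12 with the expected CV subtracted (odds ratio 3.96, adjusted p = 0.0062). With cells paired on genes detected, 11 were variation-increased (odds ratio 2.67, adjusted p = 0.0257) and 0 variation-decreased (adjusted p = 0.0268), so their direction depends on the setting. The paper does not report the S phase and G2/M genes, and no explanation was tested for them.
Changes in expression were only loosely shared by the experiments. Across 7843 genes the log2 changes of experiments 1 and 2 had r = 0.295 with 62.4% of the same sign, and the differences of culture 2 from culture 1 in shLuc and shCTCF had r = 0.275 with 64.4%.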
